A study of Mus musculus with 8 samples. Its data were reported in "eIF3e-mediated translational checkpoint maintains immune tolerance and prevents lymphoid malignancy" (2026).

How the data were processed

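Single-cell RNA was measured in mouse spleen, in 8 libraries that fall into 4 groups of 2 by genotype and by cell sort. The cKO mice carried a floxed Eif3e gene, Cγ1Cre (a Cre recombinase expressed from the immunoglobulin γ1 locus once a B cell is activated) and a YFP reporter that Cre switches on. The controls carried Cre and the reporter without the floxed gene. Each library was made from the pooled cells of several mice, either from total splenocytes or from sorted YFP+ cells, with a droplet kit that counts the 3′ ends of transcripts. Groups and batch numbers were taken from the labels alone.

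The values used are whole-number counts of unique molecular identifiers (UMIs) per gene and cell, as the authors deposited them, with no normalization. The aligner, the genome build and the annotation behind the counts are not given in the sources used here. The authors then filtered cells, integrated the libraries with Harmony, merged the replicates of a group and drew changed genes from the merged data by a test that is not given in the sources used here, and they named no doublet step. The deposited matrices hold 83967 barcodes and 32285 genes, and 32235 of these gene identifiers had a position in the GENCODE vM21 annotation, which was used only for chromosomes and distances. The study's own filter was applied again: a cell was kept with more than 200 UMIs, more than 100 genes and at most 10% mitochondrial UMIs, which left 83704 cells and removed 263. In control total (21125 cells) and cKO YFP+ (20593 cells) this is slightly fewer than the study counted, and the reason was not found. The fewest UMIs of any barcode were 500. Total counts per library ran from 71894780 to 105224903 UMIs, and median counts per cell from 5250 to 6810.5 UMIs. Replicates of a group differed by more than counting noise: over genes, the chi-square of their difference per degree of freedom was between 193 and 429.

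No cell annotation was used here, so cell classes were rebuilt and differences from the study may come from the rebuilt names. Counts per cell were scaled to 10000 and log transformed, 2000 variable genes were taken, each gene was centred and scaled within its batch, and 30 principal components and 20 exact nearest neighbours gave Leiden clusters at resolution 1 (igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Python 3.11.15). Immunoglobulin and T cell receptor segments, ribosomal protein and mitochondrial genes and the gene lists named further on were left out of the clustering genes. Cells were clustered over all libraries, and then again within B-lineage cells, within T cells and within the CD4 T cells of total splenocytes. A cluster took the name of the marker list, fixed before the data were examined, with the highest mean score, if at least 3 markers were each detected in 10% of its cells and no other list had more markers among its 10 leading genes. Where the list with the highest score failed this, the next list that passed gave the name, provided a marker of its own was among the leading genes, and clusters of low depth needed such a marker too. Every such name is read as "like". The lowest score allowed (0, after 0.3 in 1 earlier pass) and the rule that CD4 T clusters must show Cd4 in over 3 times the share of cells that show Cd8a were set after seeing the clusters and before any test between groups. At the settings reported, cells left unnamed made up 1.14% of control total, 0.785% of cKO total, 3.12% of control YFP+ and 2.31% of cKO YFP+ cells. T cells without a subset name made up 4.37% of control total and 4.95% of cKO total cells, and 0.0775% and 0.649% of their CD4 T cells stayed unnamed. Doublets were scored in each library against simulated doublets (assumed share 8%, threshold by skimage 0.26.0) and kept in the reported values, with their removal as an alternative. The caller marked 0.711% to 2.55% of cells. In 3 YFP+ libraries the threshold at the minimum of the simulated scores marked under 0.5% of cells, so those libraries took the median threshold of the others, a step chosen after seeing this.

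For each class, counts were summed per library where it held at least 20 cells, and cKO was compared with control by edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3, TMM scaling, filterByExpr, robust fit), within the 4 libraries of 1 sort. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested in the class, with a threshold of 0.05. Cells were never used as replicates. Every adjusted p below comes from this test unless another tool is named. Fold changes are log2 of cKO over control with a prior count of 2, followed by their SE where given. Levels are CPM (counts scaled to a fixed total of UMIs) of the class sum, as the mean ± SD of the 2 libraries of a group. For Eif3e, in the figures, and for Il4 outside the Tfh-like class the total is all UMIs of the sum, and for every other gene it is the TMM-scaled total of the test, so a gene can differ slightly between these scales. The interaction of genotype and sort was fitted over all 8 libraries. Gene lists were tested with fry (limma 3.58.1, rotation test on the same sums), adjusted over the 4 planned list tests. The cytosolic ribosomal protein list was narrowed to 85 genes after the first list tests, when symbols of other proteins were found in it. Cell shares were tested with the same edgeR test on cell numbers per class and library, with all cells of the population as library size, adjusted over the classes of that population. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333 and gave that value or more for each share, so the calls rest on the model. Intervals of single shares are 95% Clopper-Pearson intervals and cover counting error only. Where a group had 0 counts, the fold is given as a lower bound, with 3 counts over the whole group as the floor.

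Genes were named by a rule fixed in advance: in each comparison, the 5 genes higher and the 5 lower with the smallest adjusted p among those with adjusted p under 0.05, an absolute log2 fold change above 1 and the same direction in both batches, leaving out sex-linked genes, receptor segments and predicted genes. Fixed lists were named besides: 14 eIF3 subunit genes, 12 MHC II genes, 7 costimulatory and adhesion genes and 5 sex-linked genes. Others held 16 ribosome biogenesis genes and 11 T cell genes (Il4, Ifng, Il21 and 8 genes that the study labelled on these libraries). A further list, 6 IL-4 response genes of B cells, was chosen only after the results were seen. Groups, tests, marker lists, gene lists, the naming rule and the alternatives were fixed before the data were examined, except where a later choice is stated. Libraries of one batch number share a single-cell batch according to the labels. Same-numbered libraries deviated together from their group means, with a correlation across genes of 0.756 in YFP+ naive B-like, 0.606 in YFP+ pre-GCB-like, 0.608 in YFP+ GCB-like, 0.852 in total naive B-like and 0.804 in total CD4 T cells, so the numbers pair the libraries. The fit without this block was the one planned, and the block is an alternative.

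The alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, immunoglobulin genes left out, all 8 libraries in 1 model, at least 50 cells, the batch number as a block, each library left out in turn, camera in place of fry, TMM over classes for shares, called doublets left out, a stricter filter (at least 500 genes, at most 5% mitochondrial UMIs), resolutions 0.5 and 1.5, no centring within batch, and classes defined in control libraries and carried to cKO cells. The last of these left a cluster of 482 and 1144 control YFP+ and 1921 and 1963 cKO YFP+ cells unnamed. The stricter filter left unnamed a cluster of 66 and 183 control YFP+ and 967 and 1024 cKO YFP+ cells. It also left unnamed a cluster of 902 and 893 against 57 and 23. Both settings thus lost cells unevenly between groups. A minimum of 10 cells, alone and together with the block or with a library left out, was added after seeing that 1 control library held too few Tfh-like cells. The comparison in CD8 T cells, the comparisons of Eif3e between classes, sorts and clusters, the list tests within clusters 6 and 11, and the thinned sums were chosen after seeing the data. For shares of cells with an Il4 UMI, each cell was thinned to 3000 UMIs and shallower cells were left out. The tests were tested on simulated data, with counts drawn from the real means and 200 genes changed. edgeR found 61% of these in YFP+ naive B-like cells (12552 genes), 75% in pre-GCB-like (12550), 56% in GCB-like (11878), 69.5% in total naive B-like (12479), 62.5% in CD4 T (11818) and 15.5% in Tfh-like cells (10294). Among the simulated calls of edgeR 0% to 5.08% were false, and among those of DESeq2 0% to 5.80%. The simulated libraries were drawn independently, without the deviations that same-numbered libraries share. These shares therefore need not hold for the real data. Figures were drawn with matplotlib 3.10.9.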

Results

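The libraries held 9566 and 11559 control total cells, 10476 and 10582 cKO total cells, 9276 and 11652 control YFP+ cells, and 10133 and 10460 cKO YFP+ cells after filtering, given as replicate 1 and 2 of each group. Together the matrices held 691658280 UMIs. In the YFP+ libraries 93.6% ± 2.11 of control and 94.3% ± 4.34 of cKO cells were B-lineage cells including plasma cells (SD, n = 2). Immunoglobulin genes took 9.11% and 7.91% of all UMIs in control YFP+ libraries, 2.06% and 2.08% in cKO YFP+ libraries and between 1.41% and 2.32% in the total libraries.

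The first question was whether the targeted gene changed where Cre had acted. Eif3e (ENSMUSG00000022336, on chromosome 15 in the GENCODE vM21 annotation) was read in every library. Over all cells it stood at 244 and 289 CPM in control total, 240.5 and 288 in cKO total, 227 and 267 in control YFP+, and 235 and 279.9 in cKO YFP+ libraries. In all YFP+ B-lineage cells summed it was 246 ± 29.97 CPM in control and 257 ± 32.5 CPM in cKO (log2 fold change 0.03, adjusted p 0.980), a difference smaller than the spread between replicates. The fold change ran from −0.22 to 0.30 over the alternatives, the lowest when cKO YFP+ 2 was left out, and it was −0.19 without control YFP+ 1. The counts come from transcript 3′ ends, which may lie outside the deleted part, so this check of the labels is limited. The paper itself reported the deletion at the protein level, by immunoblot of YFP+ B cells from older cKO mice. Within YFP+ classes Eif3e was lower in the pre-GCB-like cells of cKO (156 ± 3.28 against 282 ± 17.8 CPM, log2 fold change −0.76 ± 0.197 SE, adjusted p 0.0393; with the batch block 3.54e-06). The adjusted p over its alternatives ran from 3.54e-06 to 0.910. It was 0.0616 without control YFP+ 2, 0.279 without cKO YFP+ 1 and 0.257 without cKO YFP+ 2, with fold changes of −0.60, −0.69 and −0.82. The call on Eif3e in YFP+ pre-GCB-like cells was also lost without doublets (−0.71), under the stricter cell filter (−0.64), at resolution 1.5 (−0.53), without centring (−0.71) and with classes defined in control libraries (−0.25), always in the same direction. In YFP+ naive B-like cells Eif3e was 234 ± 39.8 CPM in control and 328 ± 53.7 in cKO (log2 fold change 0.64, adjusted p 0.518; with the block 0.00757). In total naive B-like cells the fold change was 0.33 (adjusted p 0.997; with the block 0.00827), in CD4 T cells −0.30 (0.734; with the block 0.0308) and in YFP+ GCB-like cells 0.06 (0.997). With 1 library left out it ran from 0.374 to 0.903 in YFP+ naive B-like and from 0.089 to 0.549 in total naive B-like cells. In CD4 T cells it then ran from −0.438 to −0.125. With classes defined in control libraries Eif3e in YFP+ GCB-like cells was lower (−0.80, adjusted p 0.0379, range 0.0379 to 1). The class then took in cKO cells that were outside it as reported, so this value is not of the same cells. Of the 14 eIF3 subunit genes, 14 were higher in YFP+ naive B-like cells of cKO and edgeR called 0 over all genes and 0 adjusted over the list alone, with 0 at an unadjusted p under 0.05 and 0 called by DESeq2. In YFP+ pre-GCB-like cells 13 of 14 were higher and 1 was called over all genes (Eif3e, lower), against 2 adjusted over the list alone (Eif3e and Eif3g).

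**Figure D1:**
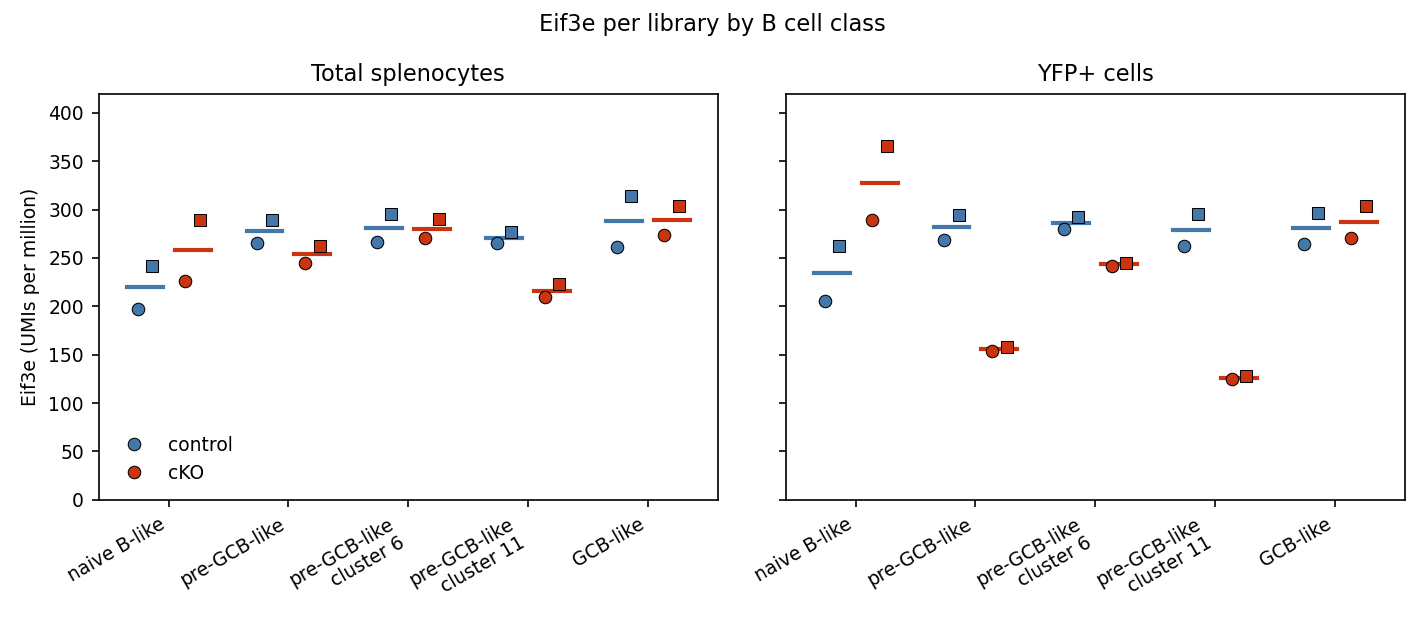
Eif3e in CPM by B cell class, for total splenocytes (left) and YFP+ cells (right), with 1 point per library (circle for batch 1, square for batch 2) and a line at the group mean. In the YFP+ pre-GCB-like class the cKO libraries lie at 154 and 158 and the control libraries at 269 and 294.

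The next question was whether the deletion changed which cells the spleen held. In total splenocytes B-lineage cells made up 63.4% ± 2.98 of control and 65.7% ± 0.810 of cKO cells (SD, n = 2; log2 fold change 0.05, adjusted p 0.638), and CD4 T cells 12.1% ± 1.98 and 15.5% ± 3.33 (0.36, adjusted p 0.438). Of the 12 classes tested, edgeR called only CD8 T cells, which fell from 10.2% ± 0.00464 to 6.49% ± 0.0261 (log2 fold change −0.65, adjusted p 0.0231). That call was lost in 11 of 12 alternatives, over which the adjusted p ran from 0.0266 to 0.504. It was 0.504 without control total 1, 0.503 without control total 2, 0.139 without cKO total 1, 0.241 without cKO total 2 and 0.222 with the batch block.

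Cγ1Cre marks activated B cells in which the immunoglobulin γ1 locus was transcribed. The paper proposes that T cells making IL-4 can induce this in bystander B cells, so the mark need not reflect antigen. The classes among YFP+ B-lineage cells show how the marked cells were distributed. These shares are set in part by the sort. Naive B-like cells rose from 18.6% ± 0.800 of control to 68.8% ± 6.06 of cKO YFP+ B-lineage cells (SD, n = 2; log2 fold change 1.89, adjusted p 0.00336), and pre-GCB-like cells from 3.85% ± 0.697 to 16.4% ± 0.224 (2.09, adjusted p 0.00336). GCB-like cells fell from 24.9% ± 8.10 to 2.95% ± 1.26 (−3.08, adjusted p 0.00336) and plasma cell-like cells from 9.98% ± 0.707 to 1.07% ± 0.212 (−3.22, adjusted p 0.00104). MZB-like cells fell from 10.9% ± 0.656 to 2.54% ± 1.96 (−2.10, adjusted p 0.0378), memory B-like cells from 9.24% ± 0.0633 to 0.554% ± 0.103 (−4.06, adjusted p 9.65e-04) and T-bet+ B-like cells from 10.8% ± 1.75 to 0.443% ± 0.169 (−4.61, adjusted p 9.65e-04). The T-bet+ share moved most with the processing, to −0.16 at resolution 1.5 (adjusted p 0.750, range 6.91e-05 to 0.750), where its call was lost. With TMM over classes the fall of MZB-like cells was −0.56 (adjusted p 0.370), and its adjusted p ran from 0.00155 to 0.370 over the alternatives. It was 0.204 without control YFP+ 1 and 0.187 without control YFP+ 2. GCB-like cells were no longer called without control YFP+ 2 (−2.70, adjusted p 0.0696, range 2.94e-04 to 0.0696), and their fall was smallest with classes defined in control libraries (−1.34). Naive B-like, pre-GCB-like and plasma cell-like shares kept their call in every alternative run. The memory share lost it with classes defined in control libraries (−0.64, adjusted p 0.190, range 6.91e-05 to 0.190). Among the remaining classes, B1-like cells made up 10.6% and 8.10% in the control and 4.79% and 3.18% in the cKO libraries. Transitional B-like cells made up 2.38% and 0.469% against 1.69% and 0.226%. Interferon-response B-like cells went the other way, with 1.30% and 0.677% against 2.32% and 2.38%.

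**Figure D2:**
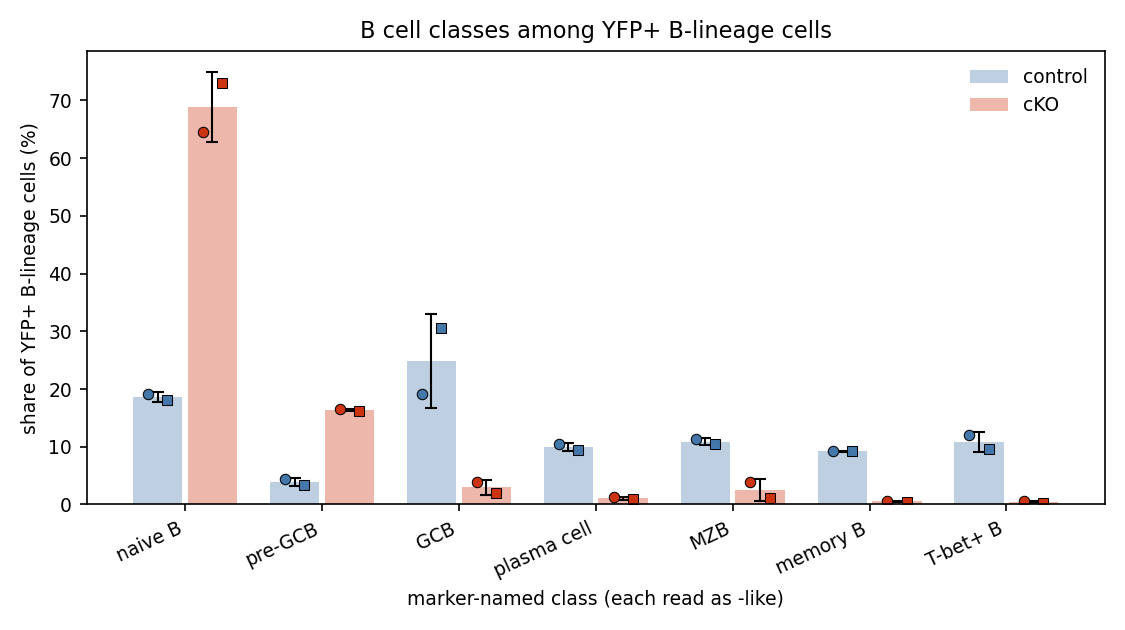
Share of YFP+ B-lineage cells in the marker-named classes drawn, not all that were named, in percent. Bars give the group mean, error bars the SD of the 2 libraries and points the libraries (circle for batch 1, square for batch 2). Naive B-like and pre-GCB-like cells make up a larger share in cKO (68.8% and 16.4%), and the other 5 classes drawn a smaller one.

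Gene expression was then compared class by class. The naive B-like class passed the marker check in each group, but different clusters held it: cluster 1 held 95.2% of its cells in control YFP+ and 1.16% in cKO YFP+ libraries, where clusters 0, 2 and 4 held 43.4%, 24.9% and 30.5%. In YFP+ naive B-like cells edgeR called 114 of 12801 genes, 82 higher and 32 lower in cKO. The count moved most with the batch block (1769). Without control YFP+ 1, control YFP+ 2, cKO YFP+ 1 and cKO YFP+ 2 in turn it was 344, 415, 517 and 180, and DESeq2 called 345. Of the 114 genes, DESeq2 called 114. Tanc2 (ENSMUSG00000053580) rose from 5.97 ± 0.309 to 106 ± 24.2 CPM (log2 fold change 4.14 ± 0.308 SE, adjusted p 0.00388). Kcnk13 rose by 5.64, St7 by 4.58, Parm1 by 3.61 and Havcr1 by 3.19 on the log2 scale. Among the lower genes Cxcr3 (ENSMUSG00000050232) went from 5.82 ± 2.70 to 0.338 ± 0.00134 CPM (−4.07 ± 0.496 SE, adjusted p 0.0201), followed by Dusp3 (−1.71), Itih5 (−2.83), Cyp4f18 (−2.04) and Trib1 (−2.01). Parm1 and Cxcr3 are fixed markers of other classes, so their values can be moved by how cells were parted, and Parm1 was no longer called at resolution 0.5 (1.18) or without centring (1.97). With classes defined in control libraries, Cyp4f18 (−1.80), Dusp3 (−1.53) and Itih5 (−2.46) lost their calls.

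**Figure D3:**
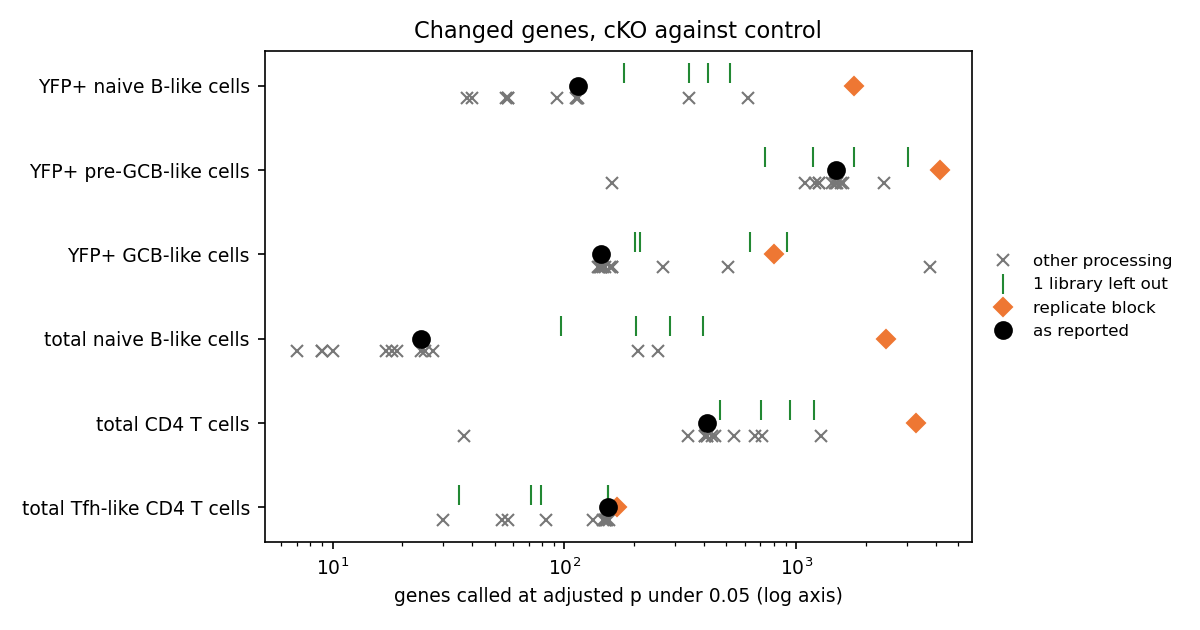
Number of genes called at adjusted p under 0.05 (log axis) in cKO against control for 6 cell classes, as reported (black), with the batch block (orange), with 1 library left out (green ticks) and under other processing (grey crosses). As reported, YFP+ pre-GCB-like cells have 1481 called genes and total naive B-like cells 24.

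In YFP+ pre-GCB-like cells, activated cells on the way to the germinal centre, 1481 of 12845 genes were called, 669 higher and 812 lower. Cluster 6 held 68.6% and cluster 11 31.4% of the class in control, against 49.4% and 50.6% in cKO. These sums rest on 371 and 372 control cells and on 1527 and 1650 cKO cells, which were also deeper (medians of 7682 and 5591 against 14076 and 17761.5 UMIs). The count was 4150 with the block, 161 with classes defined in control libraries, 3044 without control YFP+ 2 and 733 without cKO YFP+ 2. Tmem176b (ENSMUSG00000029810) rose from 2.64 ± 1.10 to 212 ± 14.7 CPM (log2 fold change 6.39 ± 0.306 SE, adjusted p 4.5e-05). Tmem176a rose by 6.54, Tnip3 by 6.54 and Gnb4 by 4.52 on the log2 scale. Crhbp had 0 of 7723225 UMIs in the control libraries and 1622 UMIs in cKO, at least 61.5-fold higher with 3 counts over the control group as the floor. Cxcr3 fell from 38.6 ± 17.05 to 0.490 ± 0.0120 CPM (−6.26 ± 0.377 SE, adjusted p 2.06e-04), and Gstt1 (−5.08), Bhlhe41 (−2.97), Ifi211 (−4.18) and Myo1f (−3.42) were lower too. Cxcr3 and Bhlhe41 are fixed markers of other classes. The study asked about signals to T cells. Of the 7 costimulatory and adhesion genes 5 were called over all genes, and 6 adjusted over the list alone. Tnfsf4 rose from 0.727 ± 1.03 to 42.7 ± 2.11 CPM (5.62 ± 0.468 SE, adjusted p 3.65e-04). Its control level rests on 7 UMIs, and with 1 library left out the fold change ran from 4.90 to 12.93. Cd80 (ENSMUSG00000075122) rose from 34.5 ± 13.7 to 91.2 ± 3.49 CPM (1.38 ± 0.261 SE, adjusted p 0.0110). Cd70 (1.93) and Icam1 (0.82) were higher, and Cd86 fell from 215 ± 14.6 to 76.8 ± 11.9 CPM (−1.49 ± 0.203 SE, adjusted p 0.00284). Icam1 had an adjusted p of 0.0216, which was 0.103 without cKO YFP+ 1 and 0.164 without cKO YFP+ 2 (range 2.72e-06 to 0.257). Cd80, Cd70, Cd86 and Icam1 kept their direction in each alternative, and with classes defined in control libraries none of these 4 was called. Cd80 was also not called with all 8 libraries in 1 model (adjusted p 0.0819, range 1.48e-10 to 0.643). Cd40 (0.59, adjusted p 0.0966) and Icosl (−0.61, adjusted p 0.185) were not called. Icosl was called only with the block (0.0167), and Cd40 in YFP+ pre-GCB-like cells with the block (4.35e-04), without the filter on low counts (0.0322) and without control YFP+ 2 (0.00415). In YFP+ naive B-like cells edgeR called 0 of the 5 tested over all genes and 1 adjusted over the list alone (Icosl, lower), with 2 at an unadjusted p under 0.05 and 0 called by DESeq2.

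In YFP+ GCB-like cells 144 of 12145 genes were called, 98 higher and 46 lower, from 1635 and 3389 control cells and only 355 and 209 cKO cells. Clusters 8, 10 and 15 held 50%, 35.01% and 14.99% of the class in control and 38.5%, 44.3% and 17.2% in cKO. The count was 804 with the block, 267 with DESeq2, 3761 with classes defined in control libraries, 634 without control YFP+ 1 and 915 without control YFP+ 2. Ryr2 (ENSMUSG00000021313) rose from 0.263 ± 0.0472 to 34.3 ± 14.5 CPM (log2 fold change 7.04 ± 0.415 SE, adjusted p 1.93e-04). Lifr (6.78), Emp2 (5.34), Slc24a2 (4.19) and Tanc2 (4.17) were higher. Cr2 fell from 97.4 ± 1.38 to 12.4 ± 4.53 CPM (−2.94 ± 0.271 SE, adjusted p 0.00118), and Nxpe2 (−2.29), Cd72 (−2.22), Cd38 (−2.23) and Tbx21 (−2.91) were lower. Cr2 and Tbx21 are fixed markers of other classes.

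Gene lists addressed antigen presentation and translation. The median log2 fold change of the 12 MHC II genes was 0.61 in YFP+ naive B-like cells, 0.59 in total naive B-like cells and 0.16 in YFP+ pre-GCB-like cells, with 12, 12 and 10 genes higher in cKO. By fry none was called, with adjusted p of 0.188, 0.188 and 0.269. In a split chosen after seeing the data, the median in pre-GCB-like cells was 0.72 in cluster 6 (12 of 12 genes higher, unadjusted fry p 0.0370) and −0.04 in cluster 11 (6 of 12 higher, 0.974). The call moved with the batch block, under which fry gave 0.0268 in YFP+ naive and 0.0398 in total naive B-like cells. The adjusted p over the alternatives ran from 7.82e-06 to 0.570, from 1.39e-08 to 0.325 and from 0.0916 to 0.570. Camera with its preset correlation gave 7.82e-06 in YFP+ naive and 1.39e-08 in total naive B-like cells, and fry called neither without the block, except with all 8 libraries in 1 model. Of single MHC II genes edgeR called 0 in YFP+ naive B-like cells (1 adjusted over the list alone, Ifi30; 5 at an unadjusted p under 0.05, and 1 called by DESeq2), 0 in total naive B-like cells (4 adjusted over the list alone, H2-Eb2, H2-Oa, Ciita and Ifi30; 5 unadjusted, 1 by DESeq2), 0 in YFP+ GCB-like cells (0 adjusted over the list alone, 0 unadjusted, 0 by DESeq2) and 1 in YFP+ pre-GCB-like cells (2 adjusted over the list alone, Ifi30 and H2-DMa). Ifi30 in that class rose by 1.14 ± 0.284 SE on the log2 scale (adjusted p 0.0340), against 0.69 (adjusted p 0.381) without cKO YFP+ 2, with a range of 1.56e-10 to 0.381 over its alternatives. Ifi30 in YFP+ naive B-like cells (2.15) was called in 6 of 17 alternatives, among them the block (0.0380, range 2.77e-07 to 0.321). Ifi30 in total naive B-like cells (2.14) was called in 5 of 17. The cytosolic ribosomal protein genes had a median of 0.50 in YFP+ naive B-like cells, with 81 of 82 genes higher (fry adjusted p 0.269, with the block 0.0268, range 3.14e-13 to 0.570). The lowest of these came from camera and did not hold under fry without the block.

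Total splenocytes hold mostly B cells outside the YFP+ gate, so they show what happened to cells that Cre need not have marked. In total naive B-like cells 24 of 12693 genes were called, 23 higher and 1 lower. Cluster 1 held 98.3% of this class in control and 7.46% in cKO, where clusters 0, 2 and 4 held 53.2%, 31.9% and 7.47%. The count was 2447 with the block, 207 with DESeq2 and 7 without centring within batch, where 85.7% of calls were higher against 95.8% as reported. Without control total 1, control total 2, cKO total 1 and cKO total 2 it was 204, 286, 397 and 97. Kcnk13 (ENSMUSG00000045404) rose from 1.93 ± 0.266 to 98.7 ± 28.3 CPM (log2 fold change 5.68 ± 0.329 SE, adjusted p 0.00684), Lifr from 4.62 ± 1.61 to 203 ± 43.0, St7 from 12.1 ± 4.10 to 338 ± 16.0, Nfil3 from 1.14 ± 0.159 to 72.9 ± 32.1 and Stau2 from 21.0 ± 2.83 to 129 ± 2.69 CPM. The single lower gene was Car2 (ENSMUSG00000027562; 10.5 ± 0.00707 to 1.37 ± 0.254 CPM, −2.94 ± 0.269 SE, adjusted p 0.0256), which was not called with all 8 libraries in 1 model (adjusted p 0.0521). Of the 24 genes, 22 were called in the same direction in YFP+ naive B-like cells. Total and YFP+ cells of 1 batch come from the same mice, so these are not independent. The costimulatory list had 0 edgeR calls over all genes and 0 adjusted over the list alone, with 1 gene at an unadjusted p under 0.05 and 0 called by DESeq2. Whether the effect of the genotype differed between YFP+ and total naive B-like cells was tested as an interaction. edgeR called 0 of 13170 genes, with 208 at an unadjusted p under 0.05, and DESeq2 called 4. With the mouse pool as a block edgeR called 416, and without cKO total 1 it called 1.

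The last question was about T cells. Among CD4 T cells of total splenocytes, Tfh-like cells rose from 2.40% ± 1.21 to 30.7% ± 5.89 (SD, n = 2; log2 fold change 3.67, adjusted p 3.94e-05). This moved most with classes defined in control libraries (2.39), and was 3.46 without cKO total 2, where the adjusted p was 0.0533 (range 7.64e-06 to 0.0533). Naive CD4 T-like cells fell from 72.3% ± 1.86 to 35.5% ± 8.18 (−1.03, adjusted p 0.0273). Treg-like cells rose from 13.8% ± 0.258 to 26.4% ± 2.50 (0.93, adjusted p 0.0273). Treg-like shares turned lower in cKO at resolution 0.5 (−1.48), without centring (−2.58) and with classes defined in control libraries (−1.28). The direction thus depends on the clustering setting. As reported the class joins 2 clusters that moved apart. Cluster 3, led by genes such as Il1rl1, Klrg1 and Areg, held 38 and 35 control and 284 and 493 cKO cells. Cluster 6, with Il2ra and Foxp3 among its leading genes, held 138 and 138 control and 55 and 39 cKO cells. The rise therefore rests on cluster 3. At resolution 0.5 and with classes defined in control libraries only a cluster led by Il2ra bore the name. The call on Treg-like cells was lost with the block (adjusted p 0.170), without control total 1 (0.1001), without control total 2 (0.1502) and without cKO total 2 (0.0533), with a range of 0.00682 to 0.3496. Th1-like cells were 11.4% ± 2.93 and 6.76% ± 0.719 (−0.75, adjusted p 0.06997) and turned higher with classes defined in control libraries (0.71, adjusted p 0.0346, range 0.0269 to 0.762).

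**Figure D4:**
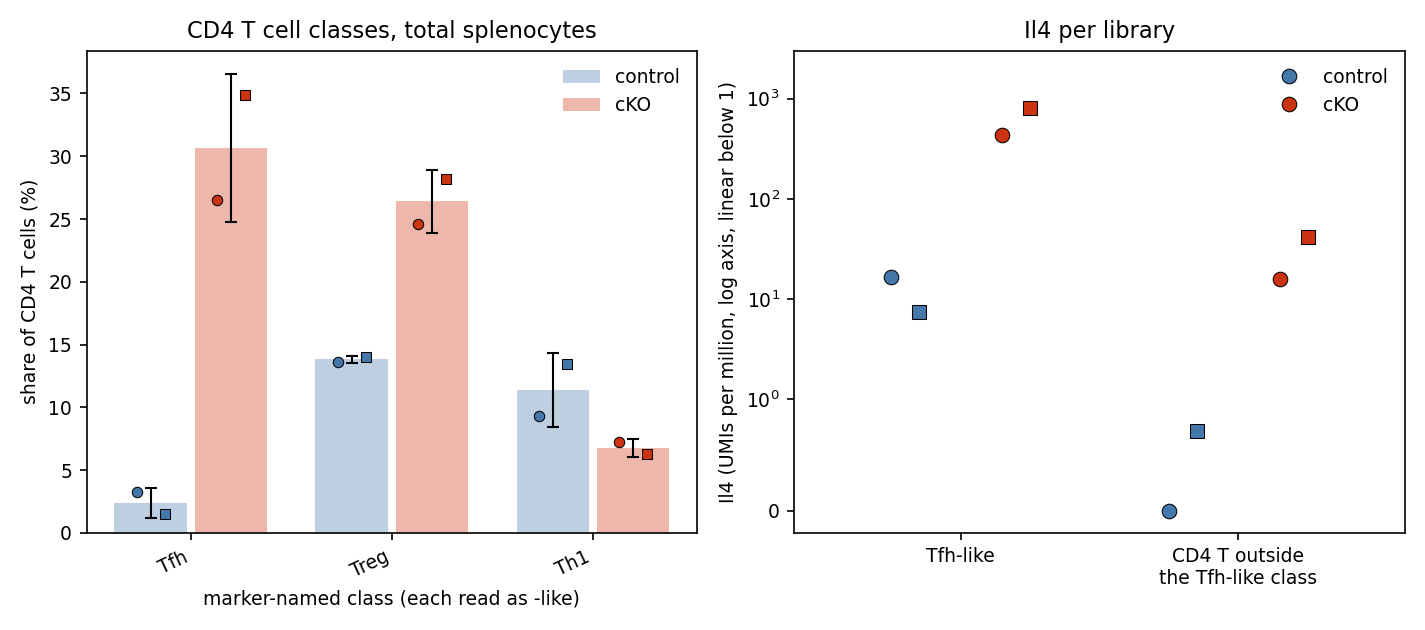
Left, share of CD4 T cells of total splenocytes in 3 marker-named classes, in percent, as the group mean (bar) with the SD of the 2 libraries (error bar) and 1 point per library. Right, Il4 in CPM of all UMIs of the class per library (log axis, linear below 1), which is 16.8 and 7.39 in control and 433 and 809 in cKO Tfh-like cells (circle for batch 1, square for batch 2).

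The Tfh-like class held 42 and 19 cells in the control libraries and 365 and 658 in the cKO libraries, so at the minimum of 20 cells the comparison rests on 1 control library of 42 cells and 2 cKO libraries. Cluster 2 held 59.0% and cluster 7 41.0% of the class in control, against 82.0% and 18.0% in cKO. edgeR called 154 of 10651 genes, 71 higher and 83 lower, and DESeq2 called 30. The spread of the lone control library is assumed to be that of the cKO pair, so these calls are weaker evidence than those of the other comparisons. With a minimum of 10 cells, which brings in both control libraries, edgeR called 54, with Ccl1, Il1r2 and Slc7a10 no longer among them and Sox5 left out by the filter on low counts. With the block it called 169, and without control total 1, cKO total 1 and cKO total 2 it called 72, 79 and 35. Il4 (ENSMUSG00000000869) stood at 16.4 CPM in the single control library and at 637 ± 291 CPM in cKO (log2 fold change 5.28 ± 0.755 SE, adjusted p 2.10e-09). It stayed called in all alternatives run, with fold changes between 4.98 and 6.53 and an adjusted p between 9.94e-19 and 0.00128. Vdr (3.62) and Il1r2 (4.01) were higher, and Epas1 and Slc7a10, with 0 UMIs in the control library, were at least 11.9-fold and at least 12.3-fold higher with 3 counts as the floor. Sox5 fell by 7.22 on the log2 scale, and Ccl1 (−6.25), Nkg7 (−4.94), Tbx21 (−5.51) and Cxcr3 (−3.75) were lower. Nkg7, Tbx21 and Cxcr3 are fixed markers of other classes. Without control total 1, at 10 cells, Ccl1 (−1.97), Nkg7 (−0.99), Il1r2 (1.52) and Slc7a10 (0.95) were not called. Slc7a10 lost its call in 6 of 17 alternatives (adjusted p up to 0.925), Ccl1 in 4 of 15, Il1r2 in 3 of 17 and Epas1 in 1 of 17 (0.0728, DESeq2). Ifng (−2.24, adjusted p 0.147) and Il21 (−1.30, adjusted p 0.113) were not called, and Il21 was 0.22 without control total 1 at 10 cells. Ifng was called in 5 of 17 alternatives (adjusted p 0.0106 to 1), with fold changes from −4.80 to −1.49 over all of them. Of the 11 T cell genes 6 were called over all genes (Il4, Nav2, Rgs2, Vdr, Plcb4 and Fam3c) and 11 adjusted over the list alone. Rgs2 and Plcb4 each lost their call in 5 of 17 alternatives (adjusted p up to 0.0737 and 0.0609) and Fam3c in 1 (0.0966). As 8 of these genes were chosen by the study on these libraries, the second count is not independent evidence.

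An Il4 UMI was found in 6 of 61 control Tfh-like cells (9.84%, 95% Clopper-Pearson interval 3.70% to 20.2%) and in 752 of 1023 cKO Tfh-like cells (73.5%, 70.7% to 76.2%), at median depths of 7026 and 6862 UMIs. After thinning to 3000 UMIs, which left out 2 and 39 cells, the shares were 3.39% and 57.7%. Naive B-like cells of total splenocytes, which should lack Il4, gave 0.0324% in control and 0.765% in cKO (medians 4576 and 5698.5 UMIs), and 0% and 0.356% after thinning, which left out 430 and 321 cells. The share in Tfh-like cells lay far above this background.

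In all CD4 T cells summed 412 of 12042 genes were called, 382 higher and 30 lower. The count was 3282 with the block, 713 with DESeq2 and 37 without centring within batch. Without control total 1, control total 2 and cKO total 1 it was 705, 937 and 1187. These sums mix the classes whose shares differed. Gna14 (ENSMUSG00000024697) rose from 0.692 ± 0.137 to 26.9 ± 2.30 CPM (log2 fold change 5.23 ± 0.311 SE, adjusted p 0.00597), and Plekhg3 (4.26), Nav2 (3.91), Il1rl1 (3.59) and Map2 (3.61) were higher. Wnt5b (ENSMUSG00000030170) fell from 18.0 ± 4.39 to 2.40 ± 0.940 CPM (−2.95 ± 0.357 SE, adjusted p 0.0129), and Trim13 (−2.05), Klrd1 (−2.54) and Plaur (−2.74) were lower. Without centring, Wnt5b, Klrd1, Plaur, Trim13 and Il1rl1 lost their calls. Il4 rose from 0.784 ± 0.152 to 232 ± 146 CPM (8.21 ± 0.660 SE, adjusted p 0.00599). Ifng (−1.09, adjusted p 0.365) and Il21 (2.30, adjusted p 0.0785) were not called, though with the block Ifng in total CD4 T cells was (adjusted p 0.00216). Over the alternatives Ifng was called in 4 of 17 (adjusted p 4.97e-04 to 0.866) and Il21 in 7 of 17 (1.07e-09 to 0.192, fold changes 1.70 to 3.57). Of the T cell genes 5 were called over all genes and 7 adjusted over the list alone. Sostdc1 (4.67), 1 of the 5, was not called with the block (adjusted p 0.145, range 1.20e-31 to 0.145). The sex-linked list had 0 edgeR calls over all genes and 0 adjusted over the list alone in YFP+ naive B-like, YFP+ GCB-like, total naive B-like, CD4 T and Tfh-like cells (0 at an unadjusted p under 0.05 and 0 by DESeq2, but 1 and 1 in total naive B-like cells), and 1 by either count in YFP+ pre-GCB-like cells (Uty, −1.08).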

Values the study reported

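The study analysed 21,127 control and 21,058 cKO total splenocytes, and 20,928 control and 20,595 cKO YFP+ cells, with the replicates of each group pooled.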

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

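The tests of Eif3e between classes, clusters and sorts, the joint count of Xist and Y-linked genes and the CD8 T cell tests were chosen only after the results were seen, while the look at sex-linked genes was planned.

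Eif3e moved differently in different classes of the same YFP+ libraries. Its log2 fold change in pre-GCB-like cells minus that in naive B-like cells was −1.36 (SE 0.356, edgeR adjusted p 0.213), and with a block for the library −1.35 (SE 0.165, adjusted p 5.45e-12), so the call rests on comparing classes within a library. Against GCB-like cells the difference was −0.80 (adjusted p 0.3603, with the block 2.46e-04). A different mix of the clusters in the class is argued against, since within cluster 11 alone the fold change was −1.09 (adjusted p 0.00297; 126 ± 1.77 against 279 ± 23.1 CPM), while within cluster 6 it was −0.09 (adjusted p 0.940). Within cluster 11, scaling by the many other changed genes is argued against by counts per cell. There cKO cells held more UMIs (31459 against 19869 per cell) but fewer Eif3e UMIs (3.97 ± 0.151 against 5.49 ± 0.647). In cluster 6 cKO cells held more Eif3e UMIs per cell (2.68 ± 0.575 against 1.72 ± 0.254). Scaling therefore stays open for the class as a whole. Doublets are argued against, since the fold change of Eif3e in YFP+ pre-GCB-like cells was −0.71 without called doublets, although the adjusted p of 0.0615 (range 3.54e-06 to 0.910 over the alternatives) then no longer passed the threshold. In cluster 11 the caller marked 0.56% of cKO and 5.15% of control cells. A candidate explanation is deletion of Eif3e in YFP+ cells, which would leave total cells less affected. The paper reported this deletion from an immunoblot of YFP+ B cells of older cKO mice. What is asked here is only whether it caused the lower RNA in this class. The fold change in YFP+ minus total pre-GCB-like cells was −0.66 (adjusted p 0.436, with the mouse pool as a block 2.74e-04). As the cause of the lower RNA, the deletion therefore cannot be told apart from other causes here. What keeps this cause open is that Eif3e did not fall in naive B-like cells of the same YFP+ libraries. Nor did it fall in GCB-like cells as reported (0.06). The call also depends on the block, and 3′ counts may miss the deleted part. With classes defined in control libraries Eif3e in YFP+ GCB-like cells was −0.80 (adjusted p 0.0379), but the class then held other cells. A cluster of it alone held 431 and 356 cKO YFP+ cells, against 355 and 209 in the class as reported. The pre-GCB-like class there held 852 and 976 cKO YFP+ cells, against 1527 and 1650 as reported.

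Xist was found in 45.6% of cells of cKO total 1 and in 55.0% of cells of cKO YFP+ 1, against 0.153% to 0.291% in the other 6 libraries. Y-linked genes were found in 48.4% and 43.0% of cells there and in 70.7% to 85.8% elsewhere. A pool of mice of different sex would give these values, and the labels put both libraries in batch 1 of the cKO group. Free RNA from female cells is argued against by cells with both kinds of transcript: among cells with at least 3000 UMIs these made up 7.08% in cKO total 1 where independent draws would give 23.1%, and 9.33% against 25.1% in cKO YFP+ 1. The pool behind batch 1 of the cKO group may therefore hold both sexes, and sex is then partly confounded with genotype in batch 1. Among Tfh-like cells, 64.4% showed Xist in cKO total 1 and 0.608% in cKO total 2. Batch 2 has no such split, and values there can be read without it.

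CD8 T cells were in no planned comparison of genes, only of shares. The class lay in different clusters by group: cluster 1 held 78.8% of it in control and 20.1% in cKO, and cluster 3 held 2.59% and 69.4%. There edgeR called 30 of 11101 genes, 24 higher and 6 lower in cKO, against 93 by DESeq2 and 575 with the batch block. The count was 133, 168, 281 and 50 without control total 1, control total 2, cKO total 1 and cKO total 2, and it fell to 9 under the stricter filter and 7 with classes defined in control libraries. Among them Eomes, chosen after its value was seen, rose from 26.7 ± 8.37 to 174 ± 78.8 CPM (log2 fold change 2.70 ± 0.391 SE, adjusted p 0.0318). Its adjusted p ran from 2.13e-13 to 0.118 over the alternatives. It was not called under the stricter filter (2.01), at resolution 1.5 (2.04) or with classes defined in control libraries (1.98). Eomes is also a marker used to name CD8 T and NK cells. NK cells named as CD8 T cells are argued against: the NK gene Ncr1 stood in cKO CD8 T cells at 0.0297% ± 0.00864 of its NK level, where Eomes stood at 48.0% ± 9.92 in cKO and 8.68% ± 1.87 in control. Exposure of T cells to IL-4 may raise Eomes and would fit the higher Il4 of Tfh-like cells. This was found and tested on the same data, so it stays a hypothesis, and shifts in the CD8 subsets, which the clusters may reflect, were not tested.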

How the results depend on the processing

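The settings with a minimum of 10 cells were chosen only after the data were seen, and the other alternatives were planned. Leaving out 1 library leaves an arm with a lone library, which is assumed to vary like the others.

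For the 121 results followed, 1693 of 1944 alternative values kept the direction and the side of the threshold (for a count, stayed within 1.5 times), 121 lost the call, 49 gained one, 68 moved further and 13 reversed. For called single genes that were followed, 1198 of 1265 alternative values stayed called in the same direction, 67 were no longer called and 0 reversed. These genes were largely picked by the naming rule, for the smallest adjusted p and agreement between batches. They therefore do not show how stable the calls were in general. In YFP+ B-lineage cells the naive B-like share kept its call throughout (adjusted p 1.14e-05 to 0.0463), as did the pre-GCB-like (1.14e-05 to 0.0453) and plasma cell-like shares (9.41e-05 to 0.0399). Il4 in total Tfh-like cells also kept its call (log2 fold change 4.98 to 6.53).

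Counts of changed genes moved most. The replicate block raised them to 1769 in YFP+ naive B-like, 4150 in pre-GCB-like, 804 in GCB-like, 2447 in total naive B-like and 3282 in CD4 T cells and 416 in the interaction, since a spread shared within batches is removed by this pairing. DESeq2 gave 345 in YFP+ naive B-like, 267 in GCB-like, 207 in total naive B-like, 30 in Tfh-like, 713 in CD4 T cells and 4 in the interaction. Without the filter on low counts they were 619 in YFP+ naive B-like, 2390 in pre-GCB-like, 509 in GCB-like, 253 in total naive B-like and 1274 in CD4 T cells, and 21 in the interaction. All 8 libraries in 1 model gave 661 in CD4 T cells. In YFP+ naive B-like cells they were 57 without doublets, 56 at resolution 0.5, 40 at resolution 1.5, 57 without centring and 38 with classes defined in control libraries. In total naive B-like cells the last 4 settings gave 9, 10, 7 and 9. With classes defined in control libraries they were 161 in pre-GCB-like, 3761 in GCB-like and 83 in Tfh-like cells. There the YFP+ GCB-like class took in cKO cells from outside it and the pre-GCB-like class held fewer, so the first 2 counts are not of the same cells. Without centring they were 57 in Tfh-like and 37 in CD4 T cells. A minimum of 10 cells gave 54 in Tfh-like cells. With 1 library left out they ran from 180 to 517 in YFP+ naive B-like, 733 to 3044 in pre-GCB-like, 202 to 915 in GCB-like, 97 to 397 in total naive B-like and 467 to 1187 in CD4 T cells, from 35 to 154 in Tfh-like cells at 10 cells, and from 0 to 1 in the interaction. The cause was not tested.

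Among gene lists, camera called MHC II in YFP+ naive (0.61) and total naive B-like cells (0.59) and the ribosomal proteins (0.50). The replicate block called the same 3 with medians of 0.61, 0.59 and 0.50, and all 8 libraries in 1 model called MHC II (0.59 in YFP+ naive, 0.58 in total naive). Besides the counts and these lists, the block took away the calls of the Treg-like and CD8 T shares, of Sostdc1 in total CD4 T cells and of the IL-4 response list in YFP+ naive and total naive B-like cells. It gave calls to Eif3e in YFP+ naive B-like, total naive B-like and CD4 T cells, to Cd40 and Icosl in pre-GCB-like cells, to Ifi30 in YFP+ naive B-like cells, to Il4 in total naive B-like cells and to Ifng in CD4 T cells. In Tfh-like cells it could be run only at 10 cells. There Ccl1 in total Tfh-like CD4 T cells (−5.21) was not called, as at 10 cells without the block, Il1r2 and Slc7a10, which were not called at 10 cells without the block, were called, and Ifng in total Tfh-like CD4 T cells (−2.85) was called. Outside that class it changed no other call.

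Among shares, GCB-like cells ran from −3.60 to −2.69 with 1 library left out and to −1.34 over all alternatives, MZB-like cells from −3.23 to −1.47 and, with TMM over classes, −0.56. Tfh-like cells ran from 3.24 to 4.31 with 1 library left out and fell to 2.39 with classes defined in control libraries. Treg-like cells ran from 0.83 to 1.03 and were 0.93 with the block, 0.74 with TMM over classes and 0.44 at resolution 1.5. They reversed to −1.48 at resolution 0.5, −2.58 without centring and −1.28 with classes defined in control libraries. In the first and last of these settings only a cluster led by Il2ra bore the name. Such a cluster held fewer cKO cells as reported too (138 and 138 control, 55 and 39 cKO), so these reversals follow from which clusters took the name. Th1-like cells were called under the stricter filter (−0.98) and at resolution 1.5 (−0.89), and reversed with classes defined in control libraries (0.71). The B-lineage share, which was not called, turned to −0.0071 under the stricter filter and −0.0018 with classes defined in control libraries, and the CD4 T share to −0.0036 at resolution 0.5. In both settings of the B-lineage share a cluster with Ighd and Fcer2a among its leading genes was left unnamed. It held 55 and 29 control total and 425 and 259 cKO total cells under the stricter filter, and 320 and 402 against 786 and 430 with the other. Beyond this the causes were not tested. CD8 T cells lost their call in 11 of 12 alternatives.

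Eif3e in YFP+ B-lineage cells ran from −0.22 to 0.30 with 1 library left out. Eif3e in YFP+ GCB-like cells ran from −0.087 to 0.24 with 1 library left out, below 0 without control YFP+ 1 and without cKO YFP+ 2 (−0.07), and reversed to −0.80 with classes defined in control libraries. In the last setting the class held other cells. Il21 in total Tfh-like CD4 T cells reversed to 0.22 without control total 1 at 10 cells, where leaving out each library gave −1.30 to 0.22. The share of Tfh-like cells with an Il4 UMI moved from 9.84% to 3.39% in control and from 73.5% to 57.7% in cKO on thinning.

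The Tfh-like comparison leaves no block fit, and no fit with a cKO library or the sole control library left out, at 20 cells, so these were run at 10. All 8 libraries in 1 model was not run there, since YFP+ CD4 T cells were not split further. With the few cells and the lone control library of that comparison, a simulated set of 200 changed genes was found to 15.5%.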

Other observations

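The IL-4 response list, the thinning of sums to 1 depth, the list tests and proliferation markers by cluster and the Tfh-like share without doublets were chosen only after the results were seen, while the other tests here were planned.

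Naive B-like cells of total splenocytes, few of which need carry the deletion, had 24 changed genes. All 24 changed in the same direction in YFP+ naive B-like cells, and of the 111 YFP+ calls tested in both, 109 went the same way in total cells, though both come from the same mice. Variants linked to the floxed Eif3e allele that act on nearby genes are argued against as the cause of the whole set. Of the 24 genes 1 (4.17%) lay within 20 Mb of Eif3e in the GENCODE vM21 annotation, against 0.725% of tested genes, and the others lay elsewhere. Effects of such variants, or of the floxed allele, on distant genes cannot be judged from position. Different sex of the pooled mice is argued against by batch 2, which showed no mix of sexes. There all 24 had an absolute log2 difference above 1 in the same direction, the smallest 1.96. On X or Y lay 0 of the 24 called by edgeR, but with only 3.07% of tested genes there this count decides nothing. Immunoglobulin RNA from plasma cells is argued against by the immunoglobulin share of UMIs in total naive B-like cells. It was 1.23% and 1.69% in the control and 1.26% and 1.42% in the cKO libraries. With immunoglobulin genes left out 18 genes were called, a count that does not show whether they are among the 24. A difference in depth between groups is argued against too. The cKO sums were 1.61 and 2.01 times the control sums in the batches, and after thinning every sum to 14423366 UMIs 31 genes were called, 24 of them shared. Exposure of B cells to IL-4 stays open as a hypothesis. The median log2 fold change of the IL-4 response list was 1.79 in total naive B-like cells (4 of 6 genes higher, fry adjusted p 0.0411 over 4 classes). It was 2.14 in YFP+ naive B-like (0.0411), 1.87 in pre-GCB-like (0.0355) and 1.05 in GCB-like cells (0.0411). Camera called all 4 too. Over 16 alternatives each the call was lost in 9 in total naive B-like, 10 in YFP+ naive B-like, 5 in pre-GCB-like (adjusted p up to 0.192) and 6 in GCB-like cells (up to 0.230). In total naive B-like cells these included the block (0.0561) and leaving out a library: without control total 1 (0.227), without control total 2 (0.200) and without cKO total 2 (0.0667), where the median fell to 0.56, and the adjusted p ran from 2.30e-04 to 0.227. In YFP+ naive B-like cells it was 0.0633 with the block, with a range of 5.39e-04 to 0.256. By single genes, edgeR called 2 of the 6 in total naive B-like cells over all genes and 2 adjusted over the list alone (Il4i1 and Nfil3), of which Il4i1 lost its call in 7 of 17 alternatives (adjusted p up to 0.105). The counts were 2 and 4 in YFP+ naive B-like, 6 and 6 in pre-GCB-like and 3 and 4 in GCB-like cells. Fcer2a, on the same list, was not higher in total naive B-like cells (−0.10). The list bears on the idea without deciding it, since the adjusted p is close to the threshold and other signals may move the same genes.

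The larger share of Tfh-like cells in cKO could have come from doublets of T and B cells named as Tfh-like cells. Without called doublets the log2 fold change of the share was 3.63, next to 3.67 with them, which argues against doublets that the caller can find. The caller marked few cells in each library, so doublets it misses were not tested.

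Il4 in all CD4 T cells of cKO could follow from a larger share of Tfh-like cells alone. This is argued against as the whole cause: outside the Tfh-like class the cKO libraries held 15.7 and 41.4 CPM of Il4, against 0 and 0.712 CPM in control. Of those cells 9.33% (209 of 2241) had an Il4 UMI in cKO and 0.162% (4 of 2464) in control, and after thinning, which left out 123 and 114 cells, 5.95% and 0.0426% (median depths 6235 and 6329 UMIs). Naive B-like cells, which should lack Il4, gave 0.765% in cKO at a median of 5698.5 UMIs. Tfh-like cells that the clustering put elsewhere may account for part of this and stay untested.

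The MHC II gene list could be higher in YFP+ B cells only through a larger share of naive cells among YFP+ cells. Within YFP+ naive B-like cells the median was still 0.61, but fry gave an adjusted p of 0.188, so that cause cannot be told apart from a change within cells. What keeps it open is the spread between replicates in this test: with the batch block the adjusted p was 0.0268, and over the alternatives it ran from 7.82e-06 to 0.570.

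The ribosome biogenesis list was higher in YFP+ pre-GCB-like cells of cKO, with a median log2 fold change of 0.37 and 15 of 16 genes higher (unadjusted p 0.0578 by limma's fry). Of its 16 genes 2 were called over all genes (Nop58 and Rrp12) and 3 adjusted over the list alone. By either count edgeR called 0 in YFP+ naive B-like, GCB-like and total naive B-like cells, although as a list it was also higher in GCB-like cells (0.35, 16 of 16 higher, unadjusted fry p 0.0115). A different share of proliferating cells within the class could cause this. Of the 7 proliferation markers, at least 2 were seen in 98.7% ± 0.492 of control and 96.0% ± 2.27 of cKO YFP+ cells of cluster 11, against 2.72% ± 0.988 and 9.88% ± 3.39 in cluster 6, and cluster 11 holds more of the class in cKO. Without cluster 11 the median was −0.27 with 2 of 16 genes higher (unadjusted fry p 0.200). Within cluster 11 it was 0.82 with 16 of 16 higher (unadjusted fry p 0.0105), which argues against a different share of proliferating cells as the whole cause. A larger share of proliferating cells within cluster 11 is argued against too, since the proliferation markers were lower there in cKO (median −0.87, 0 of 7 higher, unadjusted fry p 0.0254). The larger share of cluster 11 may still add to the rise in the class, and how much it adds was not tested.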
